# Quantitative analysis of ChIP-seq data uncovers dynamic and sustained H3K4me3 and H3K27me3 modulation in cancer cells under hypoxia

**DOI:** 10.1186/s13072-016-0090-4

**Published:** 2016-11-01

**Authors:** Michiel E. Adriaens, Peggy Prickaerts, Michelle Chan-Seng-Yue, Twan van den Beucken, Vivian E. H. Dahlmans, Lars M. Eijssen, Timothy Beck, Bradly G. Wouters, Jan Willem Voncken, Chris T. A. Evelo

**Keywords:** Epigenomics, Transcriptomics, Data normalization, ChIP-sequencing, H3K4me3, H3K27me3, Hypoxia, MCF7

## Abstract

**Background:**

A comprehensive assessment of the epigenetic dynamics in cancer cells is the key to understanding the molecular mechanisms underlying cancer and to improving cancer diagnostics, prognostics and treatment. By combining genome-wide ChIP-seq epigenomics and microarray transcriptomics, we studied the effects of oxygen deprivation and subsequent reoxygenation on histone 3 trimethylation of lysine 4 (H3K4me3) and lysine 27 (H3K27me3) in a breast cancer cell line, serving as a model for abnormal oxygenation in solid tumors. A priori, epigenetic markings and gene expression levels not only are expected to vary greatly between hypoxic and normoxic conditions, but also display a large degree of heterogeneity across the cell population. Where traditionally ChIP-seq data are often treated as dichotomous data, the model and experiment here necessitate a quantitative, data-driven analysis of both datasets.

**Results:**

We first identified genomic regions with sustained epigenetic markings, which provided a sample-specific reference enabling quantitative ChIP-seq data analysis. Sustained H3K27me3 marking was located around centromeres and intergenic regions, while sustained H3K4me3 marking is associated with genes involved in RNA binding, translation and protein transport and localization. Dynamic marking with both H3K4me3 and H3K27me3 (hypoxia-induced bivalency) was found in CpG-rich regions at loci encoding factors that control developmental processes, congruent with observations in embryonic stem cells.

**Conclusions:**

*In silico*-identified epigenetically sustained and dynamic genomic regions were confirmed through ChIP-PCR in vitro, and obtained results are corroborated by published data and current insights regarding epigenetic regulation.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0090-4) contains supplementary material, which is available to authorized users.

## Background

Epigenomics explores genome-wide epigenetic modifications, such as DNA (hydroxy)methylation or posttranslational modification of N-terminal histone tails [1]; such marking is often dynamic and serves to support phenotypic plasticity. Well-known examples of histone modifications are trimethylation of histone 3 lysine 4 (H3K4me3) and lysine 27 (H3K27me3), which are often associated with transcriptional activity and repression, respectively. Combined chromatin immunoprecipitation (ChIP) and high-throughput sequencing technology (ChIP-seq [2, 3]) has proven to be a powerful approach to create genome-wide maps of such histone modifications in multiple human cancer cell lines [4–7], and the key to understanding the molecular mechanisms underlying cancer and to improving cancer diagnostics, prognostics and treatment [1, 8, 9].

In this study we focused specifically on ChIP-seq-based analysis of dynamically changing H3K4me3 and H3K27me3 enrichment in response to fluctuating oxygen levels. MCF7 cells were exposed to 8 and 24 h of hypoxia, and subsequently reoxygenated, serving as a model for such dynamic epigenetic effects occurring in response to reduced oxygen availability in solid tumors [10]. Analysis of a highly dynamic biological system, where the majority of epigenetic markings and gene expression levels will be altered between physiologically distinct states, as well as display a large degree of heterogeneity across the cell population due to epigenetic selection and stochasticity, poses a number of challenges on data analysis.

First, the expected heterogeneity, *i.e.*, the observation that the same region can harbor a specific epigenetic mark in some part of the cell population, while not in the other, results in (1) a quantitative range of ChIP-seq signals within a state and (2) quantitative differences between states. Although ChIP-seq data are traditionally treated as dichotomous (i.e., present/not present), here quantitative data comparison is therefore a must. This requires normalization of the ChIP-seq data [11]. Most commonly, a scaling approach relative to the total number of aligned reads is applied, based on the prediction that the number of differences between conditions is limited [12–14]. This assumption, however, does not hold here, as quantitative data comparison between highly variant states requires invariant measurement sets across all experimental conditions as a reference, such as an artificial spike-in [15–17], or biologically steadily marked H3K4me3/H3K27me3 regions (by analogy: steadily expressed genes in transcriptomic studies). However, a priori definition of regions with sustained epigenetic marking is challenging, as this depends on the biological model as well as the studied histone modification [13]. To accommodate study-specific approaches [18], an unsupervised approach is required to identify and define epigenetically invariant genomic regions.

Second, although biological interpretation of ChIP-seq data by itself is legitimate [19–21], integration of transcriptomics data is pivotal for a comprehensive biological interpretation [22]. We extrapolate from this observation to propose that transcriptomics data analysis is a requirement for biology-driven preprocessing of ChIP-seq data. Specifically, the invariant regions used for ChIP-seq data normalization should be defined in conjunction with transcriptomics data.

Considering the challenges presented by a highly variant biological system, we pursued the invariant-set paradigm outlined above in a data-driven analysis approach combining genes with sustained expression and genomic regions with sustained H3K4me3 and H3K27me3 markings across all states. The approach enables quantitative data comparison for H3K4me3 and H3K27me3 ChIP-seq data and a comprehensive integrative analysis of epigenomics and transcriptomics data. The biological insights derived from the analysis are further corroborated a posteriori by publicly available data and current insights regarding epigenetic regulation.

## Results

### Data generation

MCF7 cells were exposed to 8 or 24 h of hypoxia (0.02 % oxygen) and subsequently reoxygenated for 8 h (21 % oxygen) (see Methods section for details). 

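Gene expression was measured in MCF7 cells, an established line of human mammary adenocarcinoma cells, on 12 Affymetrix Human Gene ST arrays. Each of the 4 states had 3 arrays. The states were normoxia at 21% oxygen (t = 0), 8 h of hypoxia at 0.02% oxygen (t = 8), 24 h of hypoxia (t = 24), and 24 h of hypoxia followed by 8 h of reoxygenation at 21% oxygen (t =+8). The sample labels count the last state as 32 h from the start. RNA was isolated in triplicate, and the sources used here do not say whether the 3 isolations of a state came from separate cultures, so p-values measure the spread between these arrays, which may be technical. The authors corrected the background with gcRMA, normalized the arrays with the rank-invariant GRSN method, and summarized the probes by Ensembl gene. The deposited table holds 1 value per gene and array for 22732 genes, on a log scale taken here as log2, and every gene entered the analysis without a filter on low values. Median expression per array was 3.24 to 3.26 at t = 0, 3.19 to 3.22 at t = 8, 3.13 to 3.19 at t = 24 and 3.23 to 3.25 at t =+8. Arrays of one state correlated across genes with Pearson's r of 0.990 to 0.997, and arrays at t = 0 and t = 24 with r of 0.937 to 0.957. For the 11416 genes whose mean was above the median of all values, the median SD between the 3 arrays of a state was 0.078 at t = 0, 0.10 at t = 8, 0.14 at t = 24 and 0.11 at t =+8 on the log2 scale. States were compared with limma on these values, with 1 mean per state, and p-values were adjusted over all genes by the Benjamini-Hochberg method. No scan dates or batches of arrays are given in the sources used here, so a batch that follows the states cannot be told apart from them. The ChIP-seq samples were not analysed here.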

Cells were harvested and processed for ChIP-seq and microarray-based expression analysis at 0, 8 and 24 h of hypoxia (referred to as *t* = 0, *t* = 8 and *t* = 24, respectively), and at 8 h of reoxygenation (referred to henceforth as *t* =+8).

### Quantitative analysis of sustained and dynamic H3K27me3 enrichment under fluctuating oxygen levels

To enable quantitative analysis, H3K27me3 datasets were normalized based on identification of regions with sustained H3K27me3 enrichment between all samples analyzed. The cumulative area under the curve (AUC) for all peaks in all these regions was determined for each condition, resulting in sample-specific scaling factors (see Methods section for details).

For H3K27me3, after normalization, a single cutoff value for all samples was set at the peak height above which the H3K27me3 data correlated with the ChIP-seq data of CBX8, a known H3K27me3-binding protein under normoxic conditions (*t* = 0) [23], corresponding to a normalized height of 5.0 on a log_2_ scale. For biological interpretation analyses, we set the level of biological significance at two times this background level (6.0 on a log_2_ scale) and considered peaks below this value background noise (*i.e.*, biologically irrelevant). To add further biological validity to this threshold, we defined a set of 1137 genes whose expression levels were above the 95th percentile for all samples analyzed, *i.e.*, consistently highly expressed genes. 

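Above the 95th percentile of every one of the 12 arrays lay 806 genes. Each single array had 1137 genes above its own 95th percentile, which was 7.73 to 7.93 on the log2 scale. A further 734 genes were above it in some arrays and not in others. Mean expression of the 806 genes was 8.06 to 13.44 with a median of 9.73, against a median of 3.22 over all genes. Their expression was high in every state, but differences between states were often detected. Of the 806 genes, 667 passed the F test across the 4 states, and 157 changed at least 2-fold against t = 0 in at least 1 of the 3 comparisons at an adjusted p under 0.05 from limma. The share that passed the test against t = 0 was 39.8% at t = 8, 63.8% at t = 24 and 70.3% at t =+8. Such calls were not particular to the 806 genes. For the 4547 genes of highest mean expression these shares were 47.2%, 70.1% and 71.9%. Of the 11416 genes whose mean was above the median of all values, 80.1% passed the F test. The median absolute log2 fold change of the 806 genes was 0.22, 0.37 and 0.44 in that order, and the largest at t = 24 was 3.30. Membership also changed between states, including states at the same oxygen level. Between t = 0 and t = 24, 141 genes were above the percentile in all 3 arrays at t = 0 and in no array at t = 24, and 134 genes were the reverse.

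**Figure D1:**
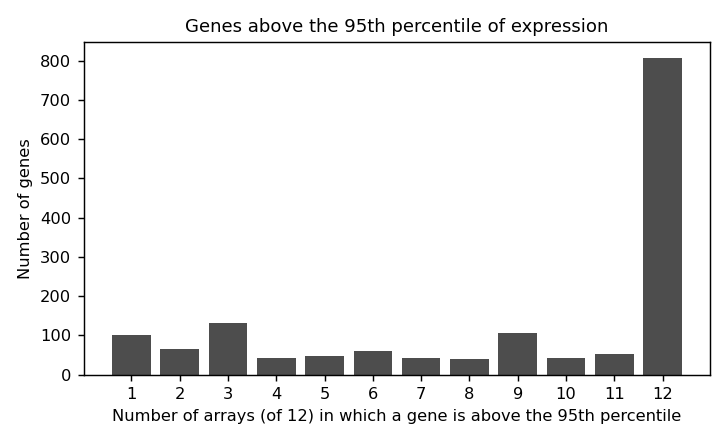
Number of genes (vertical axis) by the number of arrays, from 1 to 12, in which their expression was above the array's 95th percentile. The bar at 12 arrays holds 806 genes, and the smaller rises at 3 and 9 arrays hold 132 and 107 genes.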

Any repressive H3K27me3 enrichment present in these genes were considered background noise, and indeed, the median enrichment of highly expressed genes H3K27me3 peaks was found to be below our previously calculated threshold (4.9 on log_2_ scale).

For the dataset used to develop the protocol, regions with sustained epigenetic marking were found near centromeres and in intergenic regions. A number of regions with dynamically altered or sustained epigenetic marking were validated by conventional ChIP-PCR (Fig. 1): Oxygen deprivation and/or reoxygenation clearly affected H3K27me3 enrichment at the *APLN* and *OPRL1* loci, whereas the two indicated regions on chromosome 3 remained relatively constant. The *SLC9A5* locus shows an increase in response to 8 h of hypoxia, followed by a drop at 24 h of hypoxia and again an increase upon reoxygenation. The ChIP-seq results suggest a slight increase in H3K27me3 enrichment around the TSS at the *LOX* locus, which is restored upon reoxygenation. In the ChIP-PCR results, only the drop in enrichment upon reoxygenation is reflected. The *CCNA2* locus was used as a negative reference as it is known to be free of H3K27me3 marking [24].

**Fig. 1:**
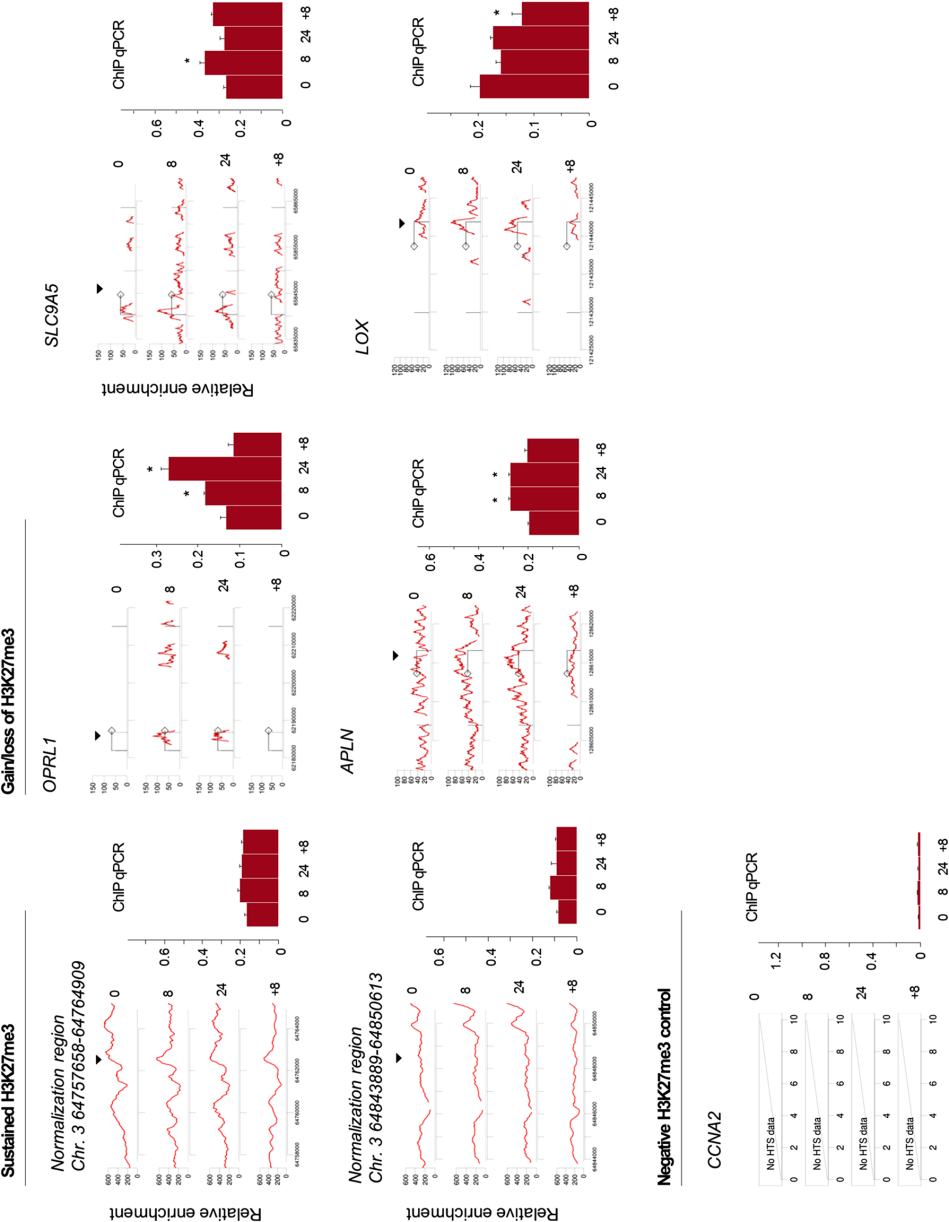
Validation of sustained and dynamic H3K27me3 marking. Bioinformatic calling of enriched regions (gene tracks shown at left side for each locus) was validated by ChIP-PCR (*bar plots*; shown at *right side* for each locus) for a number of representative epigenetic profiles. Data for all time points are shown: normoxia (0), hypoxia 8 h (8), hypoxia 24 h (24) and reoxygenation (+8). Two regions used for normalization on chromosome 3 show sustained H3K27me3 enrichment (*left panels*); the *CCNA2* locus is known to be free of H3K27me3 marking [24] (*bottom panel*); *OPRL1, SLC9A5, APLN and LOX* for genes that show dynamic modulation of H3K27me3 marking in relation to changes in oxygen pressure; gene-specific ChIP-PCR analyses are part of a biological study published elsewhere [10]. *Diamond symbol* indicates direction of transcription, *black triangle* indicates approximate position of primer set used for validation, and star symbol indicates a significant difference compared to *t* = 0 (i.e., normoxia; *p* < 0.05, Wilcoxon signed-rank test)

Correlation analysis revealed a substantial overlap between peaks for each trimethyl histone modification under normoxic versus hypoxic conditions (Spearman ρ at 0 versus 24 h of hypoxia: 0.77 for H3K4me3, 0.60 for H3K27me3; *p* < 0.05). These data indicated that preexistent (normoxic) H3K4me3 and H3K27me3 marking was generally retained under hypoxic conditions and that enrichment increased during hypoxia. Of relevance, these observations validated the *invariant region* normalization strategy supporting the comparative histone H3K27me3 analysis. H3K4me3 enrichment (*i.e.*, the relative amount of the genome associated with peaks) returned to the normal situation upon reoxygenation (ρ for normoxia versus reoxygenation: 0.82; *p* < 0.05). In contrast, H3K27me3 enrichment showed poor correlation between normoxia and reoxygenation (*ρ* = 0.19; not significant), indicating that the original normoxic H3K27me3 distribution had not been restored at 8 h of reoxygenation.

### Identification of genes with sustained and dynamic H3K4me3 enrichment under fluctuating oxygen levels

We and others have previously observed that most H3K4me3 enrichment is located over the transcription start sites (TSSs) of genes. Using a set of 276 epigenetically and transcriptionally invariant genes, the enrichment of H3K4me3 surrounding in TSS (region defined as −1000 bp to +100 bp of the TSS [4]) was summed, yielding sample-specific scaling factors to which each peak in the dataset was scaled. A number of genes with dynamically altered or sustained expression were validated by conventional ChIP-PCR. Oxygen deprivation and/or reoxygenation clearly affected H3K4me3 enrichment at the *ATP2A3*, *FOXF1* and *IGFBP4* loci (Fig. 2), showing a gain in enrichment under hypoxia and a decrease upon reoxygenation, in both the ChIP-seq and the ChIP-PCR results. Although the H3K4me3 enrichment for *CCNA2*, *DPM1* and *NOL11* is relatively sustained in response to hypoxia and subsequent reoxygenation (Fig. 2), the ChIP-PCR results suggest a relatively small change in H3K4me3 enrichment which is not reflected in the ChIP-seq results. A GO enrichment analysis on all 276 genes with sustained H3K4me3 enrichment and high expression suggests that these loci, which encode factors involved in RNA binding, translation and protein transport and localization as main processes, are not subject to transcriptional regulation under fluctuating oxygen levels.

**Fig. 2:**
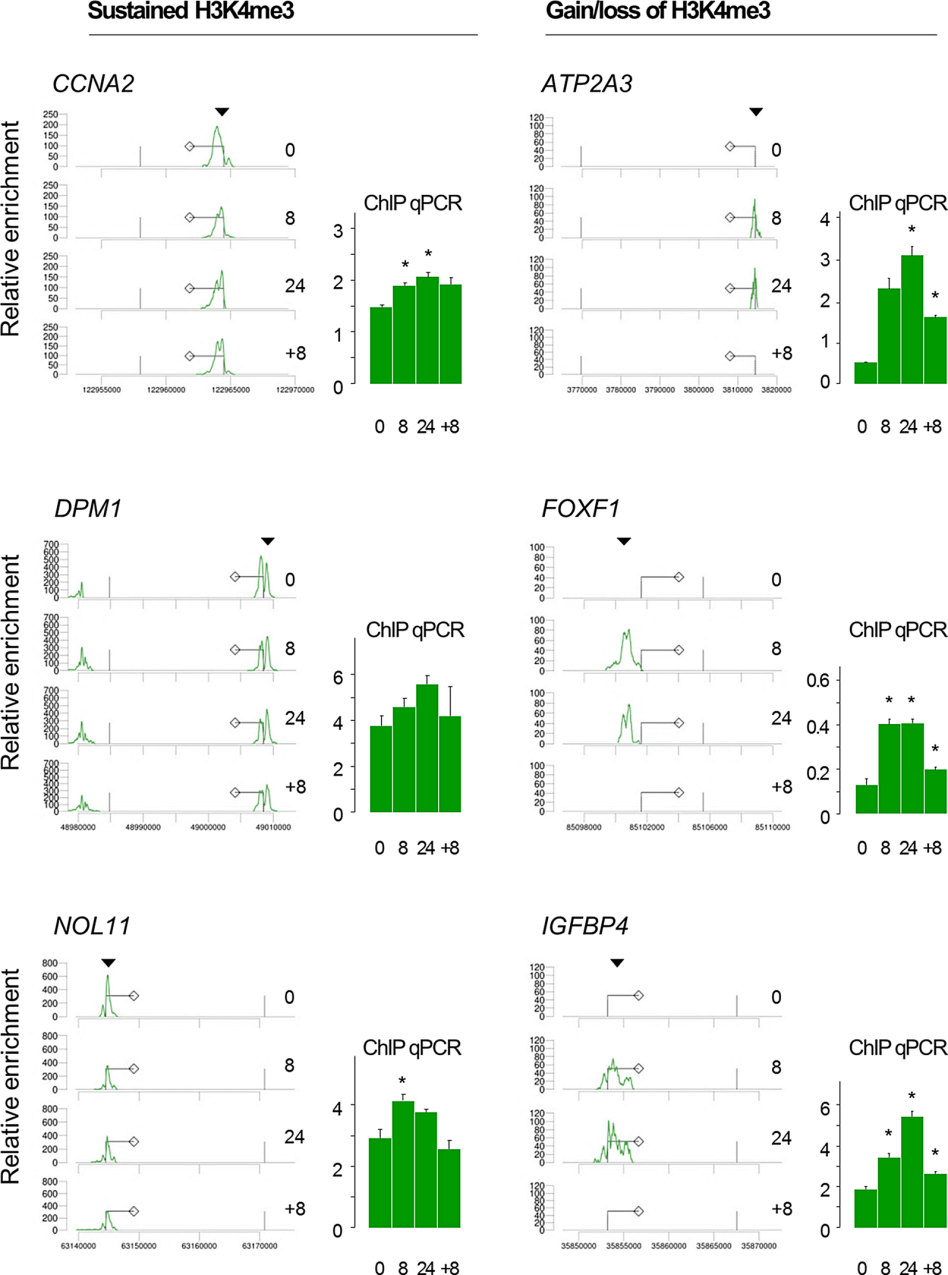
Validation of sustained and dynamic H3K4me3 marking. Bioinformatic calling of enriched regions (gene tracks shown at *left side* for each locus) was validated by ChIP-PCR (*bar plots*; shown at *right side* for each locus) for a number of representative epigenetic profiles. Data for all time points are shown: normoxia (0), hypoxia 8 h (8), hypoxia 24 h (24) and reoxygenation (+8). *CCNA2*, *DPM1* and *NOL11* for genes that show sustained H3K4me3 marking in relation to changes in oxygen pressure (left panels); *ATP2A3*, *FOXF1* and *IGFBP4* for genes that show dynamic modulation of H3K4me3 marking in relation to changes in oxygen pressure (*right panels*); gene-specific ChIP-PCR analyses are part of a biological study published elsewhere [10]. *Diamond symbol* indicates direction of transcription, *black triangle* indicates approximate position of primer set used for validation, and *star symbol* indicates a significant difference compared to *t* = 0 (i.e., normoxia; *p* < 0.05, Wilcoxon signed-rank test)

### Hypoxia-induced bivalency is associated with CpG-rich regions near developmental genes

Since the data are normalized and the same threshold is applied across samples, we can reliably assess dynamics of H3K27me3 and H3K4me3 enrichment under hypoxia and subsequent reoxygenation. As illustrated in Fig. 3a, the enrichment of H3K4me3 in genes increases significantly after 8 h (fold change (FC) of 1.88 compared to *t* = 0; *p* < 0.05) and 24 h of hypoxia (FC of 2.32 cf. *t* = 0; *p* < 0.05), with a slight drop upon reoxygenation (FC of 1.51 cf. *t* = 0; *p* < 0.05). Interestingly, H3K27me3 enrichment increases significantly after 8 h of hypoxia (FC of 1.82 cf. *t* = 0; *p* < 0.05), then decreases at 24 h of hypoxia (FC of 1.43 cf. *t* = 0; *p* < 0.05) and then upon reoxygenation drops to comparable levels as observed during normoxia (fold change of 1.08 compared to *t* = 0; *p* < 0.05).

**Fig. 3:**
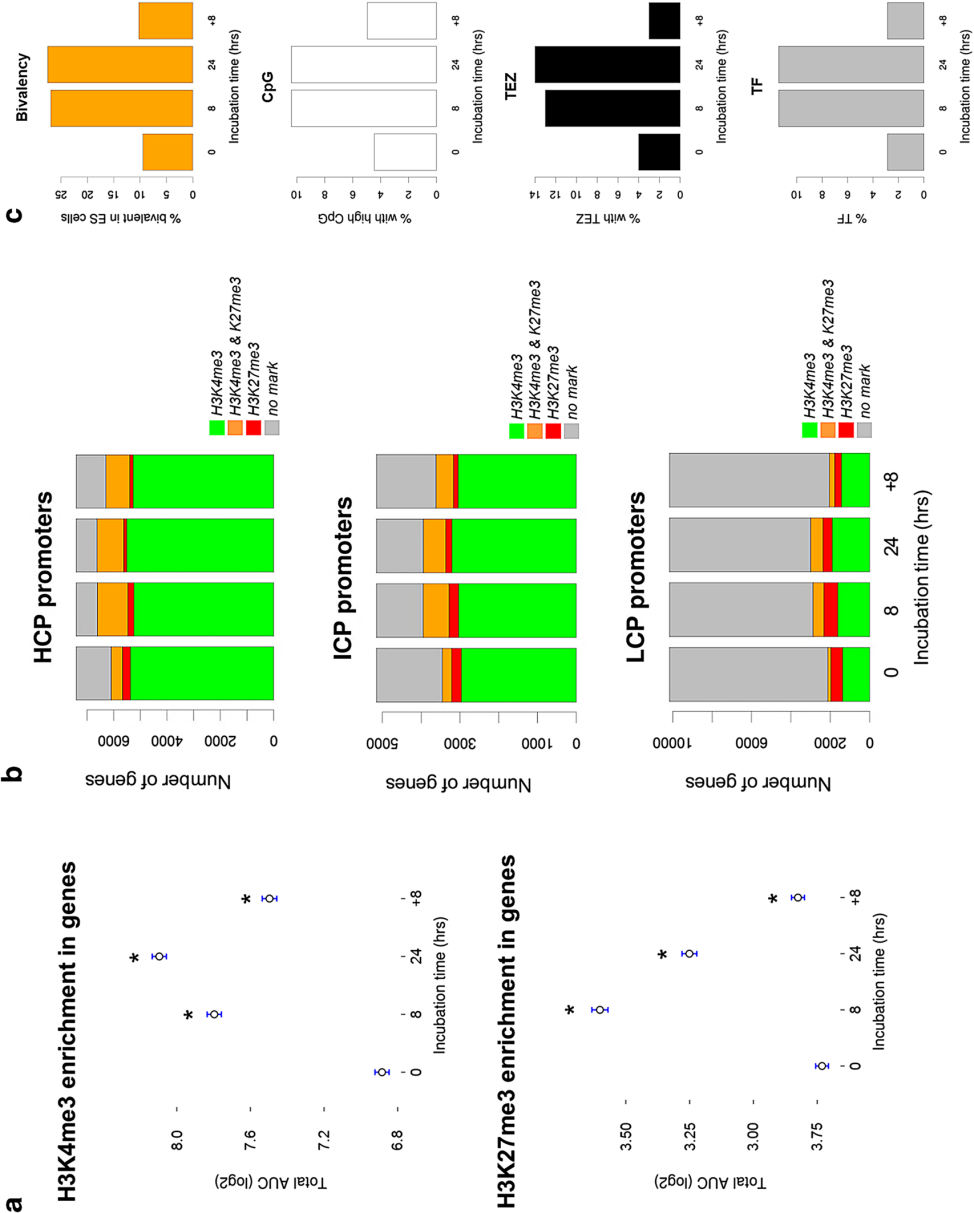
Genomic element enrichment of genes with acquired bivalency under hypoxia. **a** Both H3K4me3 enrichment and H3K27me3 enrichment increase in genes in response to hypoxia, with a decrease upon reoxygenation which is most pronounced for the H3K27me3 mark. The total AUC (log2-transformed) of all ChIP-seq peaks in a gene is represented on the y axis (mean over all genes and standard error are shown). *Star symbol* indicates a significant difference compared to *t* = 0 (i.e., normoxia; *p* < 0.05, Wilcoxon signed-rank test). **b** Distribution of H3K4me3- and H3K27me3-enriched promoters with (*top*) high CpG, (*middle*) intermediate and (*bottom*) low CpG-content. **c** Overlap of bivalent genes in this study with bivalently marked genes in embryonal stem cells (ES cells [27]), transcription factor (TF [25]; in *gray*) genes, genes containing promoter CpG islands (CpG [25]; in *white*) and genes whose TSS coincides with transposon exclusion zones (TEZ [25]; in *black*)

In addition to the dynamic changes observed for the individual trimethyl histone modifications, comparative epigenomic analysis for H3K4me3 and H3K27me3 suggested that in response to oxygen deprivation, the number of bivalently marked genes (*i.e.*, H3K4me3 and H3K27me3) increased (results not shown). Bivalency in embryonic stem cells (ES cells) occurs at key developmental control genes and coincides with genomic cytosine-guanidine dinucleotide (CpG)-content (i.e., CpG islands) [25, 26]. To verify whether this applied to bivalent epigenetic marking in MCF7 cancer cells as well, the prevalence of bivalently marked genes was determined in high CpG-content promoter/enhancer regions (HCPs) versus intermediate and low CpG regions (ICP and LCP, respectively). H3K4me3 preferentially localized to HCP; 5373 HCP, 2963 ICP and 1373 LCP promoters carried H3K4me3 marking at normoxia, corresponding to 73 % of charted HCPs, 58 % of ICPs and 13 % of LCPs, respectively (Fig. 3b). Bivalently marked genes showed a highly similar distribution pattern: 428 HCP, 238 ICP and 155 LCP promoters were positive for both trimethyl histone modifications in control cells (*t* = 0). Relatively few promoters showed H3K27me3 marking, consistent with the relative H3K27me3 enrichment over gene bodies or at the TSS. H3K27me3/promoter distribution was opposite of that of H3K4me3: 296 HCP, 252 ICP and 599 LCP promoters were enriched for H3K27me3 (Fig. 3b). Additionally, we see a high correspondence between bivalent marking in ES cells and CpG content, transcription factor (TF) binding sites and transposon exclusion zones (TEZs); using data from [25, 27] (Fig. 3c).

## Discussion

We have shown that applying a data-driven analysis approach using invariant genes and epigenetically marked regions allows for genome-wide, quantitative data comparison for H3K4me3 and H3K27me3 ChIP-seq data across highly variant experimental conditions. Although opting for data-driven approaches may result in analytical parameter use that may not be applicable to other studies [14], the concepts we apply are. As reported by others [18], one needs to be aware of the biology underlying the data to choose a correct data analysis approach, arguably regardless of the genericity of that choice.

A robust normalization strategy analogous to our approach is spike-in normalization [15–17]. Both methods use a set of common references for data normalization and apply an identical scaling approach based on some cumulative value for these common references [16]. Additionally, others have acknowledged that in the absence of spike-in controls, regions of the genome that have stable quantifiable occupancy through all experimental conditions are appropriate to use as an alternative for ChIP-seq data normalization [13, 16]. Here, due to our dataset lacking spike-in controls, we followed this strategy and, through qPCR validation, demonstrated it to indeed yield robust results. ChIP-seq datasets with and without spike-in controls are both widely generated and available in online repositories, and hence, the choice to apply either approach to a specific dataset would depend solely on the presence or absence of such controls.

Regions with stable enrichment across experimental conditions are primarily located around centromeres. Centromere regions are known for containing a large number of repeats. Repeat region reads will inevitably be mapped to such regions, regardless of their origin, meaning that the high enrichment within these regions might reflect a technical artifact rather than biology. Paired-end sequencing combined with filtering out of reads with ambiguous genomic alignment, as done here, should, however, adequately prevent this from occurring. Also, it has been observed previously that centromeres are heavily enriched for H3K27me3 and other histone modifications [28–31]. ChIP-PCR validation confirmed regions with sustained and dynamic enrichment identified in the ChIP-seq results. Disparities between the PCR and sequencing results, where small changes in enrichment picked up in the former are not reflected in the latter, suggest that mostly large changes in histone trimethylation are picked up in the ChIP-seq analysis. Increasing the sample size could enable a more sensitive analysis of the hypoxia-induced epigenetic changes.

Although the overall number of H3K4me3-, H3K27me3- or H3K4me3/H3K27me3-enriched genes increased in response to hypoxia, their relative association to HCP, ICP and LCP was sustained (Fig. 3b). We and others found a clear increase of bivalent marking at CpG-rich genomic regions [4]. CpG islands are usually hypomethylated (at the DNA level), but instead are marked by trimethylation of histone 3 lysine 4 or lysine 27 [4, 32]; conversely, bivalent domains highly correlate with the presence of CpG islands and may reflect a competition between PRC recruitment (silencing) and transcriptional activation [33]. Key developmental control loci (genes) typically carry numerous TF binding sites, often display high CpG dinucleotide-content and are typically relative transposon free (localize at TEZ). We observed an overlap between the bivalently marked genes in our study and those from a previously published study in ES cells (Fig. 3c; [25, 27]). Thus, congruent with observations in ES cells, hypoxia-induced bivalency in MCF7 cells also occurs at loci encoding factors that control developmental processes, and the association of bivalent marking and CpG-rich regions holds for hypoxia-induced bivalency in MCF7 as well.

## Conclusions

In conclusion, we here demonstrated how a data-driven approach using invariant genes and occupied regions enables genome-wide, quantitative data comparison for H3K4me3 and H3K27me3 ChIP-seq data, integrated with whole-genome transcriptomics in a dynamic biological system. Results are corroborated by published data and current insights regarding epigenetic regulation. *In silico*-identified invariant genomic regions, in addition to dynamic regions, were confirmed through normal ChIP-PCR in vitro, showing that the approach based on dataset-specific invariant regions enables robust analysis of highly dynamic changes in epigenetic marking and gene expression between physiologically distinct states.

## Methods

### Cell culture and experimental conditions

MCF7 (human mammary adenocarcinoma) cells were maintained under standardized culturing conditions (37 °C, 5 % CO2, 100 % humidity). For hypoxic exposure, cells were transferred to a MACS VA500 microaerophilic workstation (Don Whitley Scientific, Shipley, UK) for 8 (acute hypoxia) or 24 h (chronic hypoxia) at <0.02 % O_2_ (5 % H_2_, 5 % CO_2_, residual N_2_). Reoxygenation was achieved by transferring cells to the regular tissue culture conditions (*i.e.*, ambient oxygen levels). Throughout the manuscript, the following definitions are used for each state: normoxia (*t* = 0), hypoxia 8 h (*t* = 8), hypoxia 24 h (*t* = 24) and reoxygenation (*t* =+8).

### Gene expression microarray processing and analysis

RNA for microarray application was isolated using RNeasy mini kit (Qiagen, Hilden, Germany) according to manufacturer’s protocol. Isolations were performed in triplicate. Total RNA samples were analyzed using the Affymetrix expression array platform (Affymetrix Gene Chip 1.0 ST). After scanning, data preprocessing and data analysis were done with R (http://www.R-project.org; version 2.15) using Bioconductor (http://www.bioconductor.org; version 2.11). Data were background-corrected using gcRMA [34]. Two common assumptions for gene expression microarray normalization are that the majority of genes is not differentially expressed between conditions (e.g., from *t* = 0 to *t* = 8) and that there is approximately the same amount of up- and down-regulated genes. Those assumptions did not hold for this study, and hence, a data-driven GRSN rank-invariant normalization [35] was used. 

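Expression changed in a large part of the 22732 genes. Across the 4 states, 13047 genes (57.4%) passed limma's moderated F test at an adjusted p under 0.05, and among the 11416 genes whose mean was above the median of all values, 9146 (80.1%) did. Against t = 0, the share of genes that passed the test was 20.8% at t = 8 (4724 genes), 39.2% at t = 24 (8908 genes) and 45.8% at t =+8 (10405 genes). From the distribution of the unadjusted p-values, limma's convest method estimated the share of changed genes at 31.1%, 63.6% and 69.4% for the same comparisons. Its lfdr method gave lower estimates of 28.7%, 53.6% and 61.6%. The 3 arrays of each state lay entirely above or below the 3 arrays at t = 0 for 38.3% of genes at t = 8, 51.8% at t = 24 and 57.4% at t =+8, where chance gives 10%. Changes of at least 2-fold that passed the test were fewer, at 2.76%, 7.78% and 7.06% of genes. The genes are known here by Ensembl identifiers, which the tables used here do not pair with names. The largest increases from t = 0 to t = 24 among genes whose arrays did not overlap were those of ENSG00000148926, from 3.99 ± 0.0096 to 10.86 ± 0.42 on the log2 scale (SD, n = 3 arrays), and ENSG00000104419, from 5.34 ± 0.12 to 11.79 ± 0.018 (SD, n = 3). Their log2 fold changes were 6.87 (standard error 0.17, adjusted p = 4.62e-12 from limma) and 6.45 (standard error 0.076, adjusted p = 2.73e-15 from limma). The largest decreases were those of ENSG00000115758, with a log2 fold change of -3.77 (standard error 0.099, adjusted p = 5.64e-12 from limma), and ENSG00000132603, with -3.77 (standard error 0.13, adjusted p = 8.03e-11 from limma). All 4 genes were past the threshold in the same direction at t = 8 and at t =+8 as well.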

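On the deposited values, more genes fell than rose during hypoxia, while decreases and increases were close in number after reoxygenation. At t = 8, 1415 genes were higher and 3309 lower than at t = 0, so that 30.0% of the changed genes were higher. At t = 24, 3347 genes were higher and 5561 lower (37.6% higher), and at t =+8, 5113 were higher and 5292 lower (49.1% higher). With a change of at least 2-fold, 226 genes were higher and 401 lower at t = 8, 527 were higher and 1242 lower at t = 24, and 761 were higher and 845 lower at t =+8. The balance of directions followed the normalization. After quantile normalization of the deposited values, 2011 genes were higher and 2624 lower at t = 8 (43.4% higher), and 4804 were higher and 4636 lower at t = 24 (50.9% higher). With each array centred on its median, 5751 genes were higher and 4624 lower at t = 24 (55.4% higher). Among changes of at least 2-fold at t = 24, lower genes were the more numerous, with 676 higher and 983 lower after quantile normalization and 643 higher and 1028 lower after median centring. At t = 8, such changes after quantile normalization were 273 higher and 311 lower. Median centring on brighter genes, a setting added after the data were seen, gave 2783 higher and 2357 lower genes at t = 8 (54.1% higher) and 9576 higher and 3957 lower at t = 24 (70.8% higher), and with at least 2-fold changes 286 higher and 282 lower at t = 8 and 785 higher and 843 lower at t = 24. The paper gives the failure of both common assumptions as the reason why GRSN was used. The other scalings act on the balance of directions themselves, so their shares do not test whether it was equal.

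**Figure D2:**
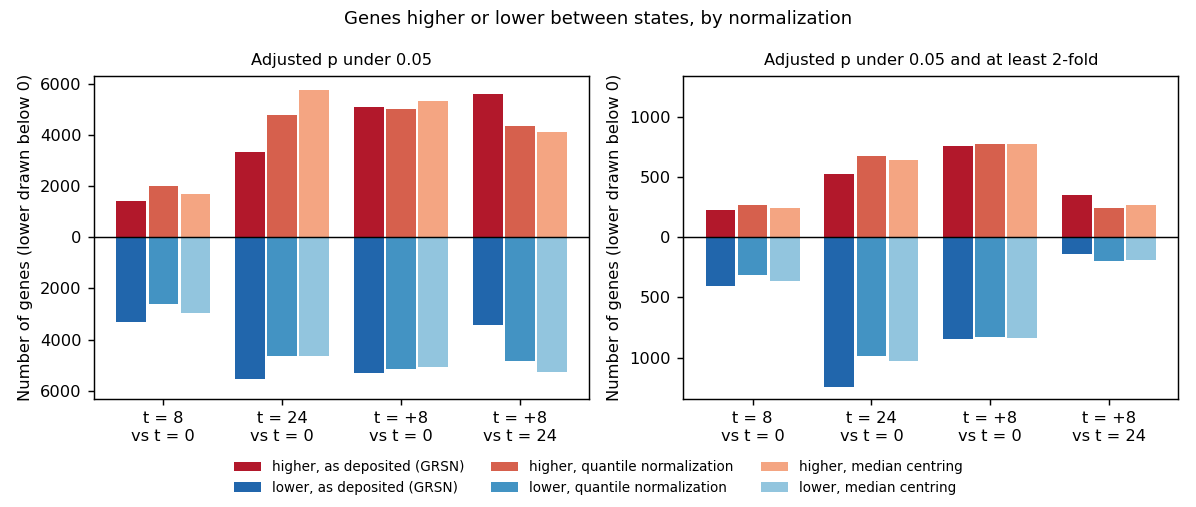
Number of genes higher (above 0, red) or lower (below 0, blue) in each comparison at an adjusted p under 0.05 from limma (left) and with a change of at least 2-fold besides (right), for 3 arrays per state. Within each comparison the bars stand for the deposited values, quantile normalization and median centring. At t = 24 against t = 0 the deposited values give 3347 higher and 5561 lower genes, and median centring gives 5751 and 4624.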

Updated ENSEMBL-based probe set annotation was used from Brain Array (http://brainarray.mbni.med.umich.edu/brainarray/). All genes which were not represented on the microarray were not included for further analysis. Functional enrichment of associated genes was performed using the topGO package in R, using the parent–child algorithm [36] with a minimum node-size of 5.

### Chromatin immunoprecipitation (ChIP) assays, qPCR and deep sequencing

Details of the ChIP procedure and ChIP-grade antisera H3K4me3 and H3K27me3 antisera have been described elsewhere [10]; the CBX8 ChIP-grade antiserum was a courtesy of Klaus Hansen (BRIC, Copenhagen, DK) [23]. Input and ChIP samples were sequenced using the 36-bp paired-end protocol on the Illumina Genome Analyser IIx (GAIIx). In order to obtain sufficient sequencing depth, additional lanes were sequenced when necessary. All data obtained from each individual sample were pooled. Paired-end sequencing was chosen as it provides two connected DNA end-tags, enabling reliable identification of enriched regions. In addition, paired-end sequencing is more powerful in identifying enrichment in repeat regions, such as satellite DNA regions near centromeres, and several histone modifications are known to be associated with such regions and as such are of biological interest [28, 37].

### Alignment of ChIP-seq reads and identification of enriched regions

Image processing and base calling were performed using Illumina software tools provided by the manufacturer. Subsequent paired-end genome alignment was performed using Novoalign with Human Genome 18 (HG18) used as a reference genome. Only uniquely aligned reads were used for further analysis. To remove PCR artifacts, all data were collapsed prior to peak calling. To identify enriched regions in the ChIP samples relative to the input control, the peak caller FindPeaks (version 4.0) was used. Although alignment tools in general produce comparable results, FindPeaks [38] is most sensitive in distinguishing enrichment [39] compared to PeakSeq [40], USeq [41] and MACS [42].

Identification of enriched regions requires a null distribution [43], ideally in the form of a sequenced input sample which allows for proper correction of background anomalies, such as amplified regions and variability in shearing of DNA [44]. As we had input samples available, they were used in the enrichment finding process.

For H3K4me3 peak detection, the default settings were used. H3K27me3 enrichment tends to spread and cover an entire locus, a phenomenon termed “blanketing” [4]. This results in data comprising spread-out enrichment signals covering large genomic regions [4, 24, 45] instead of sharp peaks. In order to successfully identify such broad regions of enrichment, while still retaining the advantages of using an input DNA sample as a reference, the *expected sequence distribution* setting in the FindPeaks algorithm was adjusted for H3K27me3, by setting it twice as large as the default settings used for H3K4me. This setting was chosen as we observed that the signal distribution around the TSS for H3K27me3 was approximately twice as broad as the TSS signal of H3K4me3 (Additional file 1: Figure S1).

### H3K27me3 and H3K4me3 ChIP-seq data normalization, ChIP-PCR validation

For H3K27me3 data normalization, an unsupervised approach was applied to identify regions of sustained high enrichment under normoxic and hypoxic conditions. Sustained high enrichment represents regions that have a specific histone marking across the entire population of cells, i.e., maximum enrichment which is unable to increase further. First, WIG files containing peak data were imported into R. All peaks were summarized based on their mean location and maximum height. Next, for each sample (four experimental conditions; i.e., 0, 8 and 24 h of hypoxia and 8 h of reoxygenation) an ACME data object was created [43], and the ACME algorithm was run using a window size of 20 kb and a cutoff of 0.90 corresponding the 90th percentile of all peak heights in a sample. Briefly, based on the cutoff peaks are dichotomized into two classes, positive and negative. Using a sliding window approach, each genomic window is tested for having a significantly higher number of observed positive peaks than expected using a Chi-square test. The window size of 20,000 bp was chosen as it is larger than the observed average peak width, while being small enough to lead to a reasonable specificity. Upon completion of the ACME analysis, only regions with a Chi-square test *p* value smaller than 1 × 10^−5^ in all samples/conditions were considered. The cumulative area under the curve (AUC) for these regions was determined for each sample (four time points). By dividing the four AUC values by the smallest value sample-specific scaling factors were obtained to which all the peaks were scaled.

For H3K4me3 data normalization, we postulated that genes with invariant expression should have invariant H3K4me3 enrichment. Consistent with a previous report [46] that the ratio of H3K4me3 and H3K27me3 enrichment correlates with the degree of gene transcription, we see a similar trend at *t* = 0 (normoxia) (Additional file 1: Figure S2). The robust rank-invariant GRSN normalization application for transcriptomics data allowed us to identify genes with sustained expression across conditions by using the coefficient of variance (CV). 

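Sustained expression was found in 1247 genes, 13.8% of the 9014 genes above the array median in all 12 arrays. These genes had a CV (SD divided by mean) under 0.10 over the 12 arrays on the linear scale. The largest absolute log2 fold change against t = 0 among them was 0.36, a 1.29-fold difference, and a CV this low itself bounds the size of any change. Small differences between states were still detected, since 314 of the 1247 genes (25.2%) passed limma's F test across the 4 states at an adjusted p under 0.05. Of the other 7767 genes, 7105 (91.5%) passed it. The CV and the F test were taken on the same arrays, so a lower share is built into the definition. For the 9014 genes, the median CV was 0.196 over all 12 arrays and 0.073 within a state, so most of the spread lay between states. Sustained expression was most frequent in dim genes, close to the array medians of 3.13 to 3.26 that served as the background level. Whether a low CV there reflects steady expression or values near background was not tested. Of the 1803 genes with the lowest mean expression among the 9014, at 3.31 to 3.93, 623 qualified, and of the 1803 genes with the highest, at 6.79 to 13.44, 182 did. Of the genes above the 95th percentile in every array, 140 had sustained expression.

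**Figure D3:**
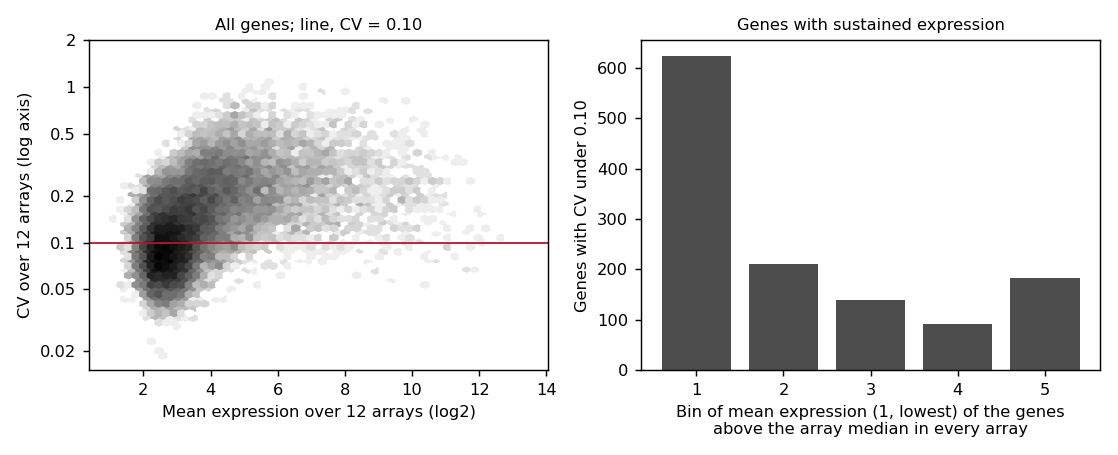
Left, CV over the 12 arrays (linear scale, log axis) against mean expression (log2) for all 22732 genes, darker where more genes lie, with a line at a CV of 0.10. Right, number of genes with a CV under 0.10 in 5 equal bins of mean expression (1, lowest) of the 9014 genes above the array median in every array. The lowest bin holds 623 of the 1247 genes.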

Combined with our observation that within our study H3K27me3 modulations appear to have little effect on the differential expression of genes [10], we assumed that H3K4me3 enrichment at the TSS (region defined as −1000 to +100 of TSS [4]) of genes with sustained expression to be invariant. Hence, of all genes with a CV <0.10 and expressed above background level [10] the AUC of all present H3K4me3 peaks in the TSS region (TSS ± 1 kb) was summed. 

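The number of genes with sustained expression rested on the scale of the CV and on the background level, which the paper's text does not give in numbers. With the CV taken on the log2 values, 7743 genes were under 0.10 and above the array median in every array. On the linear scale, 3689 genes qualified with the background set at the 25th percentile of each array, 376 at the 75th percentile, and 8137 with no background level. When the CV was taken over the means of the 4 states instead of the 12 arrays, 1744 genes qualified. A CV under 0.05 left 87 genes, and a CV under 0.20 admitted 4649. With a background at the 95th percentile, a setting added after the data were seen, 797 genes had a CV of the log2 values under 0.10. Leaving out 1 array at a time gave 1175 to 1523 genes. Gene expression enters these counts alone, since the H3K4me3 peaks were not analysed here.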

Peaks were subsequently scaled using scaling factors calculated relative to the smallest AUC sum among the samples.

Primers sets used for ChIP-PCR-based validation have been published elsewhere [10]; primer sets used for validation of stable regions were: >*ID:chr3.1|CH:3|1|64757658|64764909*: GAGGCAGGGCTATGCGATAGT (forward) and GTAGGGCGTAAGCAGGGACAC (reverse); >*ID:chr3.2|CH:3|1|64843889|64850613*: TCAATAACTAGGCCACATTGGATC (forward) and ATTGGTACAAGACCTCCTGGCTT (reverse).

### Linking of microarray gene expression data and H3K27me3 and H3K4me3 ChIP-seq data at gene level

 The microarray gene expression data and the H3K27me3 and H3K4me3 enrichment ChIP-seq data were integrated using the latest ENSEMBL genome annotation. For the identification of H3K27me3- and/or H3K4me3-enriched genes, we defined a gene as the region between its 5′ (most upstream TSS) and 3′ (last exon) end plus 5 kb regulatory regions up and downstream, respectively. A gene was called enriched or marked when there was at least one ChIP-seq peak above background level present within this region as determined by the enrichment finding procedure. Gene-based enrichment levels are the total AUC of all peaks present in the gene region.

### Statistical analyses

All differences in H3K4me3 and H3K27me3 enrichment levels, for both the standard ChIP-PCR results and ChIP-sequencing results, were tested statistically by the Wilcoxon signed-rank test. *p* values for Spearman correlations were computed via the asymptotic *t* approximation. In all cases, a nominal *p* value smaller than 0.05 was considered statistically significant.

## Additional file

**Additional file 1: Figure S1.** (*Top*) H3K4me3 peak intensity density distribution proximal to the TSS in relation to oxygen deprivation and reoxygenation. (*Bottom*) H3K27me3-distribution proximal to the TSS in relation to oxygen deprivation and reoxygenation. Legend: t=0: normoxia; t=8: 8 hours of hypoxia; t=24: 24 hours of hypoxia; t=+8: 8 hours of subsequent reoxygenation. These figures and underlying data have also been published in an accompanying paper [10]. **Figure S2.** Relation between the ratio of H3K4me3 and H3K27me3 enrichment at the transcription start site for each gene with its associated expression level at 0 hours of hypoxia (i.e. t=0, normoxia). Higher enrichment is associated with higher expression, as observed previously [46].

## Abbreviations

ChIP-PCR: Chromatin immunoprecipitation-polymerase chain reaction
ChIP-seq: Chromatin immunoprecipitation-deep sequencing
CBX8: Chromobox protein 8
CpG: Cytosine guanidine dinucleotide
ES cells: Embryonic stem cells
H3K27me3: Histone 3 lysine 27 trimethylated
H3K4me3: Histone 3 lysine 4 trimethylated
HCP: High CpG-content promoter/enhancer region
ICP: Intermediate CpG-content promoter/enhancer region
LCP: Low CpG-content promoter/enhancer region
PRC1: Polycomb repressive complex 1
TF: Transcription factor
TEZ: Transposon exclusion zone
TSS: Transcription start site

# Supplementary material for: Quantitative analysis of ChIP-seq data uncovers dynamic and sustained H3K4me3 and H3K27me3 modulation in cancer cells under hypoxia
**Source:** Epigenetics Chromatin. 2016 Nov 1;9:48. doi: 10.1186/s13072-016-0090-4
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. (Top) H3K4me3 peak intensity density distribution proximal to the TSS in relation to oxygen deprivation and reoxygenation. (Bottom) H3K27me3-distribution proximal to the TSS in relation to oxygen deprivation and reoxygenation. Legend: t=0: normoxia; t=8: 8 hours of hypoxia; t=24: 24 hours of hypoxia; t=+8: 8 hours of subsequent reoxygenation. These figures and underlying data have also been published in an accompanying paper [10]. Figure S2. Relation between the ratio of H3K4me3 and H3K27me3 enrichment at the transcription start site for each gene with its associated expression level at 0 hours of hypoxia (i.e. t=0, normoxia). Higher enrichment is associated with higher expression, as observed previously [46].

**
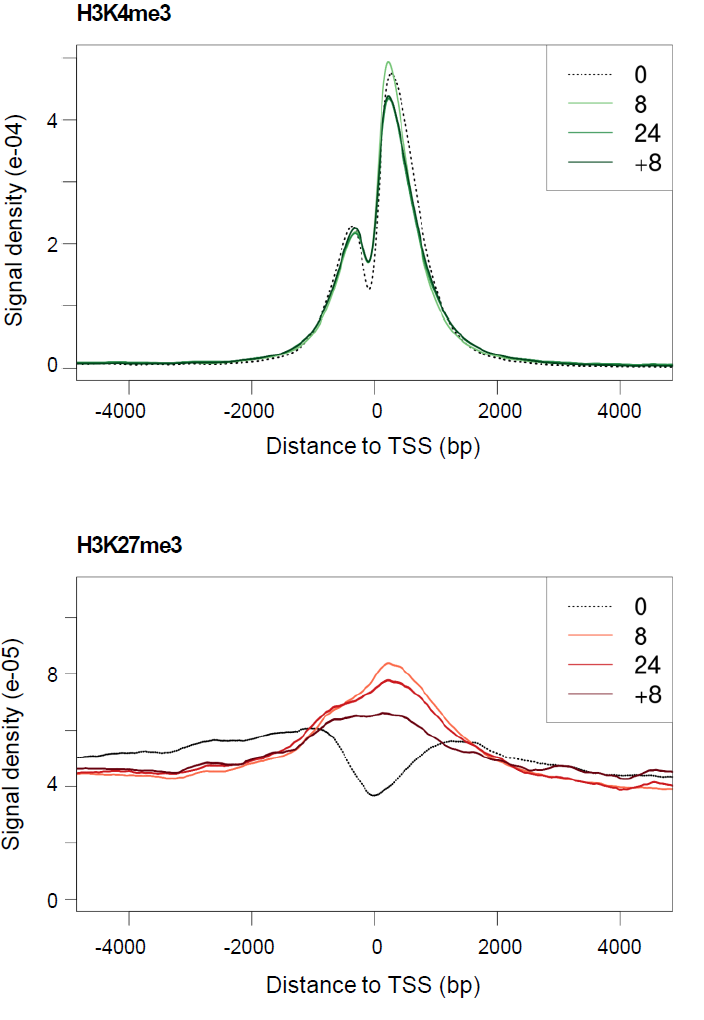
**

**Figure S1.** (*Top*) H3K4me3 peak intensity density distribution proximal to the TSS in relation to oxygen deprivation and reoxygenation. (*Bottom*) H3K27me3-distribution proximal to the TSS in relation to oxygen deprivation and reoxygenation. Legend: t=0: normoxia; t=8: 8 hours of hypoxia; t=24: 24 hours of hypoxia; t=+8: 8 hours of subsequent reoxygenation. These figures and underlying data have also been published in an accompanying paper (Prickaerts *et al.*, *Epigenetics & Chromatin, 2016*).

**
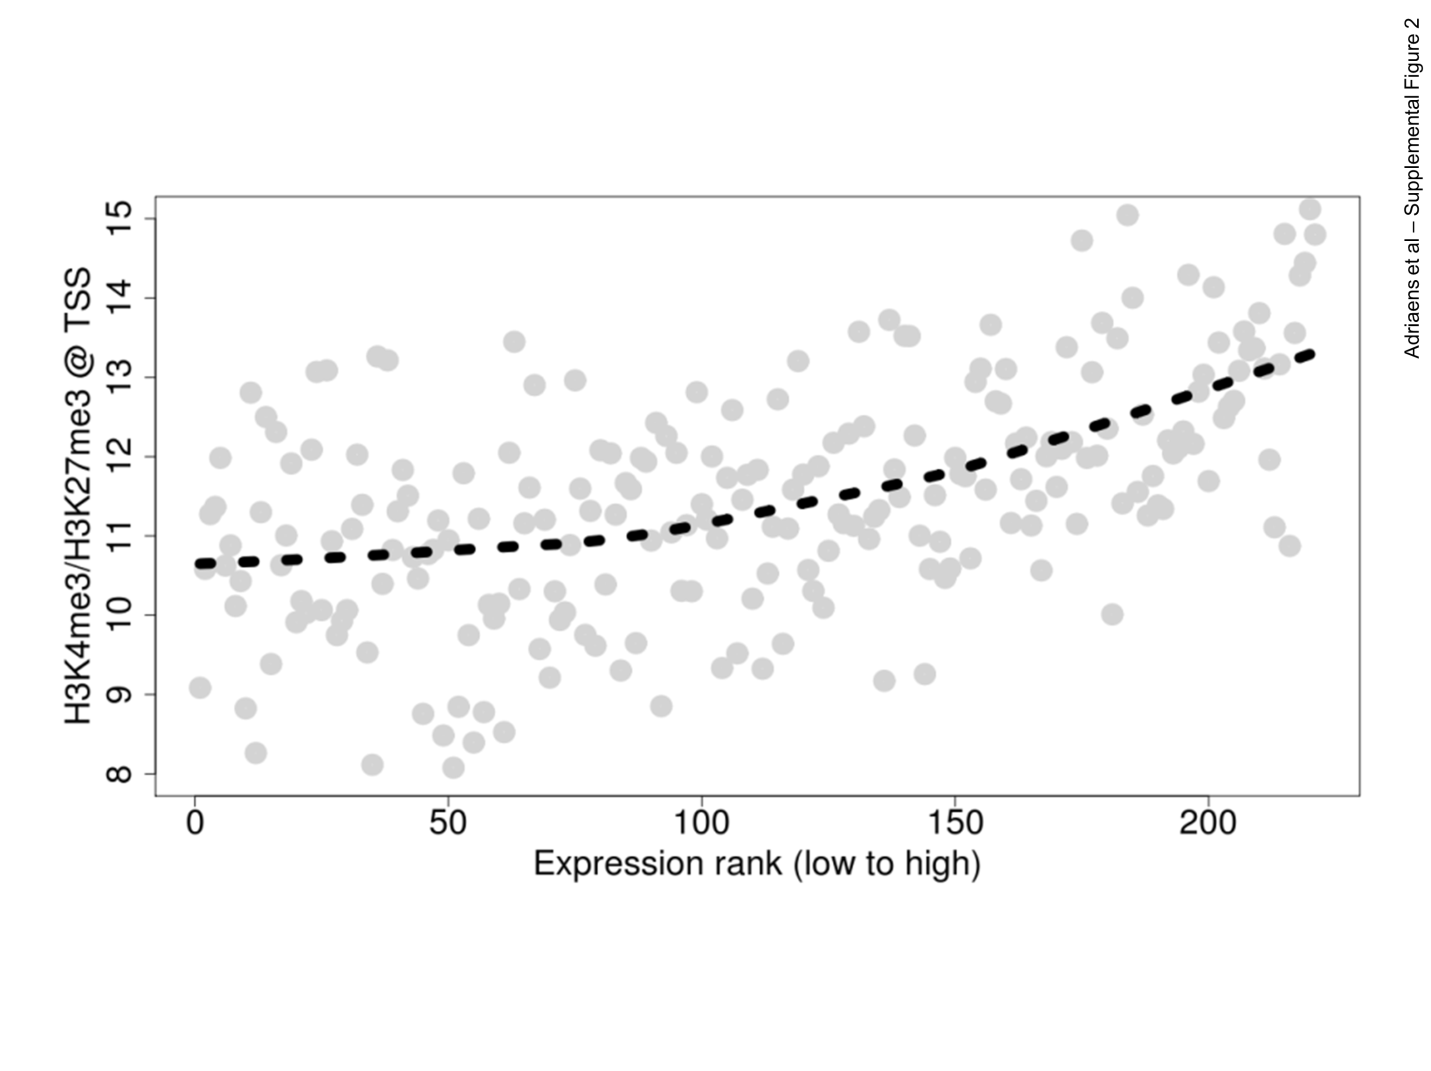
**

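Figure S2 sets a ratio of 2 histone marks at the transcription start site of each gene against the expression of that gene in normoxia. The ratio compares H3K4me3, a mark of active promoters, with H3K27me3, a repressive mark, and so rises with the first and falls with the second. The ChIP-seq part of the ratio was not analysed here, and the expression part is the value on the arrays at t = 0. Mean expression at t = 0 had a median of 3.25 over the 22732 genes on the log2 scale. The genes between the 25th and 75th percentiles ran from 2.61 to 4.47, and the 95th percentile was 7.80. The 3 arrays ranked the genes nearly alike, with Spearman's rho of 0.991 to 0.992 between arrays, taken across genes, which are not independent replicates. The median SD between the 3 arrays was 0.073 on the log2 scale. It was 0.069 for genes at or below the median and 0.079 for genes above it.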

**Figure S2.** Relation between the ratio of H3K4me3 and H3K27me3 enrichment at the transcription start site for each gene with its associated expression level at 0 hours of hypoxia (i.e. t=0, normoxia). Higher enrichment is associated with higher expression, as observed previously ([De Gobbi *et al.* 2011](#_ENREF_11)).

How the deposited data were processed for this re-analysis (not part of the article)

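RNA from MCF7 cells was measured on 12 Affymetrix Human Gene ST arrays, with 3 arrays each for normoxia (t = 0), 8 h of hypoxia (t = 8), 24 h of hypoxia (t = 24) and 24 h of hypoxia followed by 8 h of reoxygenation (t =+8). The sample labels and the paper gave the state and the number (I, II or III) of every array. The labels and the paper do not give the same share of nitrogen in the hypoxic gas mixture. RNA isolations were in triplicate, without a statement on separate cultures. The ChIP-seq samples of the study were not analysed here.

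The authors deposited 1 normalized expression value per gene and array, taken here as log2 values because the deposited range fits a log scale of gcRMA output. The log base is not named in the sources used here, and any other base would rescale every fold change. According to the paper, the authors corrected the background with gcRMA, normalized with GRSN, a rank-invariant method, and used Ensembl-based probe sets from Brain Array. The submitters' processing notes name GCRMA as well. Background correction and normalization are therefore part of the values and could not be undone from them, and the alternative scalings described here were applied on top of GRSN. The table has 22732 rows, each 1 Ensembl gene, and no column was left unused. No pair of columns was identical.

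From these values, each gene was fitted with limma (version 3.58.1, R version 4.3.3), with 1 mean per state over all 12 arrays, moderated variances without trend, and contrasts of t = 8, t = 24 and t =+8 against t = 0, of t =+8 against t = 24, and of t = 24 against t = 8. A moderated F test covered the 3 contrasts with t = 0. P-values were adjusted by the Benjamini-Hochberg method over all 22732 genes, with a threshold of 0.05. The paper's text names a nominal threshold for its own ChIP tests and no test of expression differences. In data simulated for t = 24 against t = 0, with 200 of 22732 genes changed, 72.2% of genes changed by 0.5 on the log2 scale were recovered, 99.4% of those changed by 1 and 100% of those changed by 2, and 6.18% of calls were false. The simulation changed far fewer genes than the 8908 called at t = 24 and used 1 spread per gene for all states. These rates therefore do not describe the real comparison. With 3 arrays per state, the number of arrays limits the precision. Highly expressed genes were those above the 95th percentile of their own array in all 12 arrays. Genes with sustained expression had a CV under 0.10 over the 12 arrays on the linear scale and lay above the array median in every array, since the paper gives no number for its background level. Plots were drawn with matplotlib.

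The comparisons, the tests, the alternatives and the rule for naming genes were set before the data were examined. The exceptions are the alternatives and tests named as added or chosen later. The rule for naming genes took every gene the paper names, members of 26 gene lists (hypoxia response, glycolysis, translation, histone methylation, cell type markers and others), the genes with the lowest CV or the highest mean, and the 10 largest changes in each direction among genes whose arrays did not overlap. It planned to use rows that name exactly 1 gene symbol. The rows carry Ensembl identifiers only, and 0 of the 22732 matched the reference table used here, which lists genes of assembly GRCh38.p14 without Ensembl identifiers. Every row was therefore taken as 1 gene, genes were not named, the gene lists and their enrichment were not tested, and the largest changes are given for 2 genes that rose and 2 that fell, by identifier. Alternatives covered quantile normalization, median centring, a filter on dim genes, another variance model, the array number as a term in the model, the arrays entering the fit, the thresholds, and leaving out each array in turn.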

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

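The test of whether changes of at least 2-fold after reoxygenation lay in dim genes, median centring on brighter genes and the counts of opposite directions without some arrays were chosen after the result was seen. The paper's text does not report how expression at t =+8 compares with normoxia, and 10405 genes differed between them at an adjusted p under 0.05 from limma, against 8908 between t = 24 and t = 0. Which of the comparisons had more changed genes was not settled, since among the 11416 genes whose mean was above the median of all values 6882 differed at t =+8 and 7206 at t = 24, changes of at least 2-fold were found in 7.06% and 7.78% of all genes, and median centring on brighter genes gave 6207 higher and 4435 lower genes at t =+8 and 9576 and 3957 at t = 24. Of the 10405 genes that differed at t =+8, 40.3% (4191 genes) differed from both t = 0 and t = 24 in the same direction. Among these, 2940 were not past the threshold at t = 24 against t = 0. In the same direction, 518 higher and 413 lower ones already were. Changes left over from 24 h of hypoxia therefore do not account for all of the 10405 genes. Both comparisons share the 3 arrays at t =+8, however, so a shift of those arrays alone could put genes beyond both states. A single normoxia array does not account for the 10405 genes either, because at least 8611 genes were called without any one of those at t = 0. Of the calls of at least 2-fold at t =+8, 70.4% were among the 4547 genes of highest mean expression. This cannot decide on a difference in background between the arrays, because such calls lay there in large part in other comparisons too. Those genes held 200 of 226 higher and 212 of 401 lower genes at t = 8, and 433 of 527 and 585 of 1242 at t = 24. For the 4547 genes of lowest mean expression, of which 30.1% were called at t =+8 and none by 2-fold, such a background difference was not tested separately and stays open, as does any batch of arrays that follows the states. A response to reoxygenation itself is a candidate explanation for the genes beyond both states, as a hypothesis from the same data.

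Effects at different times differed for some genes by a test of the difference itself. Between t = 8 and t = 24, 3680 genes changed (1228 higher and 2452 lower at t = 24), and without replicate II at t = 8 these counts were 606 and 1339. Quantile normalization gave 1647 and 2117, and median centring 1830 and 1892. Without replicate I at t = 8 they were 689 and 1393, and without replicate II at t = 24 they were 802 and 1530. Opposite directions at t = 8 and t = 24 against t = 0, with a called difference between the 2 times, were found in 11 genes. This number was 7 without replicate I at t = 0, 4 without replicate II and 4 without replicate III, 6 without replicate II at t = 8, and 22 without replicate III at t = 8 and replicate II at t = 24 together. Opposite directions at t = 24 and t =+8 against t = 0, with a called difference between these states, were found in 320 genes, of which 220 were lower at t = 24 and higher at t =+8. Without 1 of the arrays at t = 0 this number was 178, 167 and 173 for replicates I, II and III.

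Other splits of the same arrays were counted for each comparison. For the F test across the 4 states, 100 splits were drawn, and only 1 of them, the real one, called as many as 13047 genes. The highest of the others called 3500, so a chance assignment of single arrays to states is argued against for that count. The 3 arrays of a state may share 1 culture, so chance differences between cultures or batches are not excluded. Splits that mix states, here and in the comparisons of 3 against 3, also widen the spread within groups, which lowers their counts. The comparisons of 3 arrays against 3 allow 10 splits each, too few for a share under 0.05. In each of them 1 split, the real one, called as many genes, and the highest of the others called 0 genes by limma, against 4724 genes at t = 8, 8908 at t = 24 and 10405 at t =+8, all against t = 0, 9012 at t =+8 against t = 24, and 3680 at t = 24 against t = 8.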

How the results depend on the processing

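Alternatives added after the data were seen were median centring on brighter genes, the scalings of counts of at least 2-fold and the 2 arrays left out together. Others were the 95th percentile as background or over the mean of the arrays or any array. Every alternative was added later for the genes higher or lower at t =+8 than at both t = 0 and t = 24. The same holds for the calls at t =+8 of genes changed at least 2-fold at t = 24 and for the genes with opposite directions. The log2 fold changes of the 4 genes named by identifier kept their direction and passed the threshold under every alternative they were fitted in. The count of 13047 genes changed across the 4 states was 11619 to 13079 without 1 array, and 2415 with a change of at least 2-fold. The overlap of 5473 genes called alike at t = 24 and t =+8 stayed within 1.5 times under quantile normalization, both forms of median centring and without any 1 array (4494 to 5533). Fewer dim genes tested gave 3205 higher genes at t =+8 against t = 0, and trend and robust variances moved no count by over 1.5 times.

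The direction of change depended on the scaling. Under quantile normalization, 50.9% of changed genes were higher at t = 24 against t = 0 and 47.4% at t =+8 against t = 24, where the deposited values gave 37.6% and 62.1%. Median centring gave 55.4% (5751 higher) and 44.0% (5258 lower) for these, and 51.3% at t =+8 against t = 0. Among changes of at least 2-fold it gave 52% higher at t = 24 against t = 8. Median centring on brighter genes moved the median log2 fold change of all genes at t = 24 against t = 0 from -0.0061 to 0.18. Under it, 54.1% of changed genes were higher at t = 8 (2783 genes), 70.8% at t = 24 (9576 genes) and 58.3% at t =+8 against t = 0, 33.7% at t =+8 against t = 24 (3435 higher, 6751 lower), and 54.9% at t = 24 against t = 8 (2119 higher). Among changes of at least 2-fold it gave 50.4% higher at t = 8 and 51.6% at t =+8 against t = 0, 49.2% at t =+8 against t = 24 (219 higher, 226 lower) and 56.8% at t = 24 against t = 8. Genes lower by at least 2-fold at t = 24 that moved back at t =+8 numbered 430 under quantile normalization and 350 under median centring on brighter genes, which gave 442 such genes for the higher ones. The shift comes from the scaling itself, since each alternative moves all values of an array.

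Thresholds changed the counts by construction. At an unadjusted p under 0.05, 2178 genes were higher at t = 8 against t = 0, and 2570 were higher and 4016 lower at t = 24 against t = 8. With at least 2-fold changes, 226 were higher and 401 lower at t = 8, 527 and 1242 at t = 24, 761 and 845 at t =+8 against t = 0, 351 and 138 at t =+8 against t = 24, and 61 and 90 at t = 24 against t = 8. With only the 6 arrays compared, t = 24 against t = 8 gave 673 and 1527. At t =+8 against t = 24 they gave 4271 and 2299, where the main fit gave 5599 and 3413. Against t = 0, t = 8 gave 1844 and 3830, t = 24 gave 3225 and 5441, and t =+8 gave 5369 and 5378. The main fit takes 1 spread per gene over all states, while the median SD of brighter genes was 0.078 at t = 0 and 0.14 at t = 24. Fewer arrays in a fit also change the counts, and these were not told apart. Genes above the 95th percentile in at least 1 array numbered 1540. Sustained expression numbered 7743 genes with the CV of log2 values, 3689 with a background at the 25th percentile, 376 at the 75th, 140 at the 95th (797 with the CV of log2 values), 8137 with none, 87 at a CV under 0.05 and 4649 under 0.20. Without 1 array, t = 24 against t = 8 ranged from 606 to 1416 higher and 1339 to 2568 lower genes, genes opposite at t = 24 and t =+8 from 167 to 384, and those opposite at t = 8 and t = 24 from 4 to 15 (22 without replicate III at t = 8 and replicate II at t = 24 together). Genes lower by at least 2-fold at t =+8 than at both t = 0 and t = 24 ranged from 13 to 28, the highest without replicate I at t =+8, and numbered 25 under median centring on brighter genes. Where the counts without an array rose, the cause was not tested. Of the 4547 genes of lowest mean expression, 0.946% were called at t = 8, 7.24% at t = 24 and 30.1% at t =+8 against t = 0, and of the 4547 of highest, 47.2%, 70.1% and 71.9%; whether signal over background limits the calls of dim genes was not tested. Alternatives on rows without a name or with several rows per gene had no rows to act on, and those on gene lists were not run.

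With the replicate block, the array numbers entered the model and 12399 genes changed across the 4 states, 3195 were higher and 5372 lower at t = 24, 1309 and 3085 at t = 8, 4902 and 5070 at t =+8 against t = 0. No count moved by over 1.5 times. The numbers showed no clear pairing of the arrays, since of 18 pairs of arrays with the same number in different states only 3 had deviations that correlated above 0.1 across genes (r from -0.50 to 0.27), and an array correlated best with its own number in 10 of 36 cases.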

Differences from the paper's values

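Only 1 of the paper's counts was compared, that of consistently highly expressed genes. The count here was lower under the definition in the paper's text. The difference stayed within 1.5 times, a bound that does not measure whether a fixed count was reproduced. The paper's count of invariant genes also rests on histone marks and was not compared. The paper's number of consistently highly expressed genes is 1137, and 806 genes were above the 95th percentile in all 12 arrays. Under the alternatives set before the data were examined, 873 genes qualified with the means of the 4 states, 806 after quantile normalization, and 806 to 819 without 1 array. The value of 1137 was reached by the genes above the 95th percentile of any single array. It was also reached, in a setting chosen after the values were seen, by the genes above the 95th percentile of the mean over the 12 arrays, and both counts are fixed at that number by the percentile of 22732 genes. Which genes the paper's set holds is not listed in its text, so how many of them either setting drops is unknown.

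The paper states that a common assumption, that most genes do not differ between conditions such as t = 0 and t = 8, did not hold. It gives no counts of changed genes. Against t = 0, 20.8% of genes were called at t = 8, 39.2% at t = 24 and 45.8% at t =+8, while across the 4 states 57.4% were called. The share of changed genes estimated by limma's convest method was 31.1%, 63.6% and 69.4% in that order, and by its lfdr method 28.7%, 53.6% and 61.6%. A further assumption that the paper says did not hold is that increases and decreases are about equal in number. At t =+8 against t = 0, 5113 genes were higher and 5292 lower, and at t = 8 and t = 24 the deposited values gave more lower genes, while quantile normalization gave 50.9% higher among the changed genes at t = 24. Unequal numbers in the other direction came from median centring, with 5751 higher and 4624 lower genes at t = 24. Median centring on brighter genes gave them too, with 9576 and 3957 at t = 24 and 6207 and 4435 at t =+8. That setting was added after the data were seen. Each of these scalings, quantile normalization included, moves all values of an array and so acts on the balance itself. Their shares therefore do not test whether the assumption held.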

Other observations

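The tests of the authors' normalization and of dim genes for changes of any size were chosen after the result was seen. So were the test of a shared day or batch, median centring on brighter genes and the scalings of counts of at least 2-fold. Every scaling or left-out array was also chosen later for genes at t =+8 beyond both t = 0 and t = 24 and for opposite directions. The same holds for calls at t =+8 of genes changed at least 2-fold at t = 24. The interval for changes of at least 2-fold and the comparison with slopes at t = 0 were chosen later too. Both withdrew an outcome that the bounds set before had given. An earlier test of a shared day or batch, between t = 8 and t = 24 of one number, was dropped because the pattern and the centring within states favour its sign. Most genes changed at least 2-fold at t = 24 still differed from t = 0 in the same direction at t =+8. Differences of any size were counted at t =+8, so this does not show that the changes were still as large. Of the 527 genes higher by at least 2-fold at t = 24 than at t = 0, 434 were still higher than at t = 0 at t =+8, and of the 1242 genes lower by at least 2-fold, 1154 were still lower, at an adjusted p under 0.05 from limma. Return toward t = 0 was often partial, by calls against t = 24 that used 1 spread per gene over all states. Among the higher genes, 153 moved back in part, 75 moved back and were no longer past the threshold against t = 0, 13 passed beyond it, 191 were still past it against t = 0 and not past it against t = 24, 90 rose further and 5 were past it against neither. Among the lower genes these numbers were 592, 80, 5, 494, 68 (which fell further) and 3. Which direction moved back in more genes followed the scaling. On the deposited values 241 of 527 higher and 677 of 1242 lower genes moved back (45.7% and 54.5%). Under quantile normalization 354 of 676 and 430 of 983 did, under median centring 335 of 643 and 477 of 1028, and under median centring on brighter genes 442 of 785 and 350 of 843. The share that moved back was thus larger for the higher genes under each of these scalings, and for the lower genes on the deposited values. The median log2 fold change of the higher genes was 1.39 at t = 24 and 1.26 at t =+8, and that of the lower genes was -1.34 and -1.03. Both states were compared with the same 3 arrays at t = 0. In the same direction in both, 1930 genes were higher and 3543 lower, where independent lists would share 753 and 1295. Simulated unchanged groups that shared simulated arrays at t = 0 had 0 such calls. With no gene changed, hardly any gene is called there, so this does not show how many calls shared arrays add. Part of the excess of calls over independent lists may come from the shared arrays. The covariance of the log2 fold changes across genes was 0.242, against 0.0058 in that simulation, so that 0.236 is beyond what shared arrays gave there, and r was 0.77, against 0.50. Higher at t =+8 than at both t = 0 and t = 24 were 2644 genes, and 1547 were lower than at both. These counts were 2074 and 1994 with each array centred on its median, and 1881 and 1918 with median centring on brighter genes, where the direction of the surplus flips. With at least 2-fold in both comparisons, 176 genes were higher and 16 lower (28 lower without replicate I at t =+8), and higher genes were the more numerous under each scaling as well, with 134 against 25 under median centring on brighter genes.

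The surplus of lower genes at t = 24 depended on the size of change. The authors' normalization stays open for changes of any size. The share of higher genes reached 55.4% with median centring, but centring shifts all genes of an array alike and so sets this balance itself, which decides nothing about the cause. For changes of at least 2-fold the share stayed at 40.7% or less after quantile normalization and median centring, but reached 48.2% (785 higher and 843 lower, exact binomial 95% interval 45.8% to 50.7%, over genes, which are not independent) after median centring on brighter genes. The bound of 50% set for the first pair of scalings therefore does not exclude the normalization, which stays open for these changes too, since every scaling was applied on top of GRSN. Dim genes near the background do not account for all of it at changes of any size, as 39.6% of the called genes among brighter genes were higher, but this share was 28.8% in the middle of 5 equal bins of mean expression and 44.9% in the highest, so a part that follows expression level stays open. For changes of at least 2-fold dim genes were not tested and stay open, with 433 higher and 585 lower genes in the highest bin, 90 and 505 in the next and 4 and 135 in the middle one. A loss of RNA in hypoxia that lowers all genes stays open and untested, since no array carries a measured total.

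Replicate III at t = 8 and replicate II at t = 24 stood apart from the other arrays of their states and deviated alike, with r of 0.59 across genes between their deviations. A day or batch shared by arrays of one number found no support, since the deviations of these 2 arrays had r of -0.29 to 0.079 with those of the same number at t = 0 and t =+8, none above the 0.1 that it requires. It is not excluded either, since r between replicate III at t = 8 and replicate III at t = 0 was positive, at 0.079. Arrays of different numbers had r of -0.45 to 0.59, but both ends involve replicate III at t = 8 and so the pattern itself. That spread therefore cannot serve to judge these values. A distortion that depends on intensity cannot be told apart, because within the 3 highest of 5 equal bins of mean expression the correlation of the deviation with the response at the other hypoxia time fell as low as 0.15, between the bounds set for either outcome. A more advanced hypoxia response in these samples stays open as well, because the deviation rose with that response with a slope of at least 0.10 in both arrays, but arrays that saw no hypoxia had slopes of the same order on the difference between t = 24 and t = 8, at 0.066 for replicate I and -0.094 for replicate II at t = 0. Replicate I at t =+8 had a slope of 0.11 on it, and without replicate III at t = 8 and replicate II at t = 24, the comparison of t = 24 gave 2982 higher and 5114 lower genes against t = 0.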
